A study of Mus musculus with 8 samples. Its data were reported in "The AMPK-related kinase NUAK1 controls cortical axons branching by locally modulating mitochondrial metabolic functions" (2024).

How the data were processed

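Poly-A RNA was measured by RNA sequencing in cultured mouse neurons of 2 genotypes, Nuak1 knockout (KO, 4 libraries) and wild type (WT, 4 libraries). Genotype and replicate number were taken from the sample labels, which also give a sequencing lane (A or B, with 2 libraries of each genotype on each) and a strain label (BJ, BK, BO or BQ). Their meaning is not explained in the labels. BJ occurred only in KO libraries, BO and BQ only in WT libraries, and BK in KO4, WT2 and WT4.

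The deposited values are raw read counts per Ensembl gene, made by the authors. According to their methods, adapters and low-quality bases were trimmed with Cutadapt, ribosomal RNA reads were discarded, the remaining reads were aligned to the mm10 mouse assembly with STAR, and uniquely aligned reads were counted with HTSeq-count in union mode on an Ensembl annotation. The authors did not pool replicates. Read length and layout are given differently in the labels and in the study's methods, and use of strand in the counting is not stated. Discarding reads that align to several places lowers the counts of genes with a near-identical copy, and a read that overlaps several genes is left uncounted in union mode. The authors tested the counts with DESeq2, using surrogate variables for unwanted variation and independent hypothesis weighting for the p-values. That weighting was not used here.

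The table held 32726 gene identifiers, of which 23260 were matched to a symbol and 20872 to a GRCm38 position through a RefSeq gene table, by symbol. Every count column was matched to a sample. Total counts ranged from 31247078 to 67155004 per library, with a median of 39224504. At this depth a count of 0 allows up to 3 counts, and folds against a group at or under 3 counts in every library are given as lower bounds against that floor. Intervals for a share of counts in a single library are 95% Wilson intervals. Intervals and floors cover counting error only, since no molecular identifiers were used.

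Counts were tested in R 4.3.3 with edgeR 4.0.16. Genes were filtered with filterByExpr by genotype, library sizes were scaled by TMM, and a robust quasi-likelihood F test was applied to the genotype term, with Benjamini-Hochberg (BH) adjustment and a threshold of 0.05. The model included 1 surrogate variable, estimated by svaseq (sva 3.50.0) after the number of surrogate variables was estimated as 1, with a maximum of 2. The standard error of a log2 fold change is its absolute value divided by the square root of F. The study's fold change threshold, an absolute log2 fold change above 0.25, was applied with an unadjusted p under 0.05 (lower threshold) and under 0.01 (stricter threshold). CPM values are counts scaled by the library total. The main model, the alternatives, the gene lists and the rule for naming genes were chosen before the data were examined, with 1 later addition named with its result.

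Named genes were Nuak1, Brawnin, Tdg and Nuak2, the 10 genes with the smallest p among those past the BH threshold whose CPM did not overlap between genotypes, genes past that threshold among the 50 nearest tested genes on each side of Nuak1, up to 5 members of a list past that threshold, and Xist with 4 Y-linked genes as a check of the libraries. Genes named outside the rule are marked as such. The neighbourhood of Nuak1 was compared with all windows of 100 consecutive tested genes and, by Fisher's exact test, with all other tested genes.

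Gene lists covered nuclear and mitochondrial-genome genes of oxidative phosphorylation, the TCA cycle, mitochondrial and cytosolic ribosomes, cholesterol biosynthesis, mitosis, the glutamatergic synapse, axon guidance, AMPK-related kinases, and markers of microglia, astrocytes, oligodendrocyte precursors, interneurons, progenitors, endothelial cells and fibroblasts, cortical projection neurons and the hippocampus. They were tested with camera (limma 3.58.1) at a preset correlation of 0.01 between genes, with BH adjustment over the lists, and again with fry and with an estimated correlation. Several themes were ones the study reported from these libraries. Of the 13 mitochondrial-genome genes listed, 8 had an identifier and 7 were tested, and the others were not analysed here. In the synapse and cortical projection lists 1 gene each was shared with another list.

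Alternatives covered the number of surrogate variables, lane, replicate number or strain label as a term, other size factors, other filters, DESeq2 1.42.0, limma-voom, each lane alone, and leaving out each library in turn. Fits with lane, replicate number or strain label as a term, and fits of each lane alone, held no surrogate variable. All 35 splits of the 8 libraries into 4 and 4 were fitted with the same model. Principal components were computed on log2 CPM of the 500 most variable genes. Transcripts were compared with the NCBIM37 genome by blastn 2.17.0, and coordinates from that build were not combined with GRCm38 positions.

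The procedure was tested on simulated data with the real means and library sizes. With 196 genes changed by a log2 fold change of 2 either way, 98.5% were recovered and 14 of 207 calls were wrong. With 197 genes changed by a log2 fold change of 1, 67.5% were recovered and 10 of 143 calls were wrong, and with no gene changed 0 genes were called. A list shifted by 0.3 was recovered at 0.31, and 9 of 10 genes changed next to Nuak1 by a log2 fold change of 2 were found. Smaller changes next to Nuak1 were not simulated. Genes were drawn independently of each other, so the effect of correlation between genes on the list test was not covered.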

Results

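RNA sequencing of cultured neurons from Nuak1 KO and WT mice was used to ask which transcripts change when NUAK1, a kinase related to AMPK, is missing from neurons whose axons are still developing. The data comprised 4 KO and 4 WT libraries, named KO1 to KO4 and WT1 to WT4 after the replicate numbers in the labels. The study describes cultures of cortical neurons, whereas the tissue label of every library names cortex or hippocampus, so no region is assigned to single libraries here. The KO libraries held 34795160, 34594214, 52128038 and 40461726 counts. The WT libraries held 31247078, 67155004, 47670825 and 37987282 counts. KO1, KO4, WT1 and WT3 were sequenced on lane A and the others on lane B. No library duplicated another, the lowest chi-square per degree of freedom between libraries being 20.4, for KO1 and WT1.

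The largest differences between libraries did not follow genotype. The first principal component held 51.9% of the variance and the second 25.2%, 77.1% together. With a larger set of the most variable genes, or with all tested genes, the share in both components was 74.3% and 69.9%. KO1 and WT1 lay at −27.6 and −28.4 on the first component, whereas the other libraries lay between 0.073 and 22.6. Both of these libraries were on lane A, but KO4 and WT3, on the same lane, lay at 10.8 and 22.6. The surrogate variable separated the same pair, at −0.558 and −0.621 against 0.048 to 0.392 in the others.

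Nuak1 (ENSMUSG00000020032, GRCm38 chromosome 10, 84370900 to 84440668, protein coding) was examined as a check of the labels. It had 86, 94, 102 and 95 counts in KO1 to KO4 and 1612, 4598, 3936 and 2861 counts in WT1 to WT4. Mean abundance was 2.37 ± 0.317 CPM in KO and 69.5 ± 13.2 CPM in WT (SD, n = 4 each), so the genotypes did not overlap. The log2 fold change was −4.89 (SE 0.13, adjusted p 1.24e-07, edgeR quasi-likelihood test with BH adjustment). It was −4.81 on lane A alone and −5.03 on lane B alone. With the lane A libraries alone, and no surrogate variable, the unadjusted p was 5.2e-05 and the adjusted p 0.849 (edgeR quasi-likelihood test). Over the 23 alternatives without moderated fold changes the adjusted p ranged from 5.2e-256 to 0.849 (edgeR, DESeq2 or limma-voom). Nuak2, a paralogue of Nuak1, had a log2 fold change of 0.12 (SE 0.19, adjusted p 0.859, same edgeR test with BH adjustment), smaller than the spread between replicates. Its direction reversed on lane A alone, at −0.13, and without KO1, at −0.0015. The value was higher without WT3, at 0.35, on lane B, at 0.30, and with the strain label as a term, at 0.40. WT3 had 6.04 CPM, against 2.88 to 3.45 CPM in the other WT libraries and 3.94 to 4.37 CPM in KO. Nuak2 passed the adjusted threshold in 0 of 23 alternatives.

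Of 16272 tested genes, 8 passed the adjusted threshold, with 2 higher and 6 lower in KO (edgeR quasi-likelihood test with BH adjustment). The alternative that raised this number most was DESeq2 with the same surrogate variable, which gave 168 genes. Single libraries also weighed on it, since 91 genes passed without WT3 and 3 passed without KO3, WT1 or WT2. Within lanes, 0 genes passed in lane A, where 96 genes had an unadjusted p under 0.05, and 99 passed in lane B. At the lower study threshold 936 genes differed, 362 higher and 574 lower. At the stricter study threshold 335 genes differed, 94 higher and 241 lower. Among the 35 possible splits of the libraries into 4 and 4, the genotypes themselves included, 8 gave as many genes at the lower threshold and 7 at the stricter one, whereas only the genotypes gave 8 genes past the adjusted threshold. CPM values did not overlap between genotypes in 390 genes, 2.40% of those tested, against 2.86% given by chance.

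**Figure D1:**
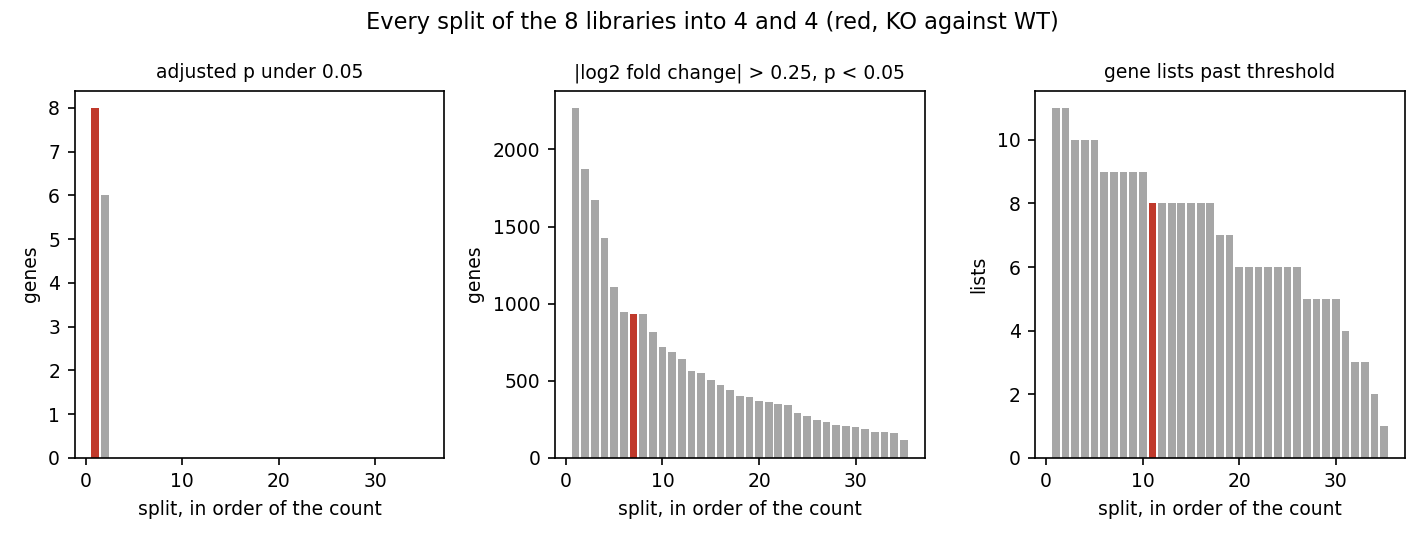
Number of genes (left and middle panels) or gene lists (right panel) past each threshold, for each of the 35 splits of the libraries into 4 and 4, in order of that number. The red bar is KO against WT, which ranks highest for the adjusted threshold with 8 genes but not for the lower study threshold with 936 genes or for the lists with 8.

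Beside Nuak1, 7 genes passed the adjusted threshold. Tdg (ENSMUSG00000034674, chromosome 10, 82629814 to 82650799), which encodes a DNA glycosylase, fell from 8.37 ± 0.532 CPM in WT to 2.46 ± 0.390 CPM in KO (SD, n = 4 each), with a log2 fold change of −1.82 (SE 0.13, adjusted p 0.000344, edgeR quasi-likelihood test with BH adjustment). Tdg-ps2, a transcribed pseudogene (ENSMUSG00000085666, chromosome 10, 42052558 to 42055453), had at least 169 counts in each KO library and 0 counts in every WT library, and was at least 102-fold higher in KO (adjusted p 8.4e-05, edgeR). The pseudogene matched Tdg at 99.3% identity over 2805 bp. Other places on chromosomes 15, 7 and 19 (NCBIM37) matched Tdg at 98.6% over 3026 bp, 99.3% over 2935 bp and 99.6% over 1254 bp, and counts of these places were not added to the sum below. Tdg and Tdg-ps2 are therefore uncertain for shared reads, and Tdg also overlaps Glt8d2. The sum of both was 9.68 ± 1.29 CPM in KO and 8.37 ± 0.532 CPM in WT (SD, n = 4 each, two-sided exact permutation test, p 0.143). Pcdh9, a protocadherin gene on chromosome 14 (93013700 to 93892834), fell from 217 ± 27.97 to 162 ± 12.6 CPM (log2 fold change −0.46, SE 0.058, adjusted p 0.0354, edgeR). The identifier ENSMUSG00000094622, without a symbol in the tables used here, had a log2 fold change of −2.57 (SE 0.25, adjusted p 0.00693, edgeR). ENSMUSG00000112640, also without a symbol, had 0 counts in every KO library and 17 to 32 counts in the WT libraries, at least 6.30-fold lower in KO (adjusted p 0.0354, edgeR).

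Brawnin (1190007I07Rik, ENSMUSG00000063320, chromosome 10, 82619851 to 82623228), the mitochondrial microprotein gene that the study followed up, had 35 to 57 counts in the KO libraries and 107 to 213 counts in the WT libraries. Its mean abundance was 1.06 ± 0.246 CPM in KO and 3.08 ± 0.283 CPM in WT (SD, n = 4 each), without overlap. The log2 fold change was −1.57 (SE 0.20), a change of −66.3%, and the gene ranked 7 by p with an adjusted p of 0.0354 (edgeR quasi-likelihood test with BH adjustment). The log2 fold change was −1.38 on lane A and −1.82 on lane B. It was lower in KO under all 23 alternatives without moderated fold changes, from −1.82 to −1.14, and passed the adjusted threshold in 10 of them. Moderated fold changes, which are shrunk toward 0, gave −0.47. Among the 8 fits that each left out 1 library, it passed only in those without KO4 or WT3. A pseudogene on the same chromosome, 1810014B01Rik, matched 65.1% of the 748 bp transcript at 95% identity or more, and its own counts were not analysed here. The measurement is therefore uncertain for shared reads.

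**Figure D2:**
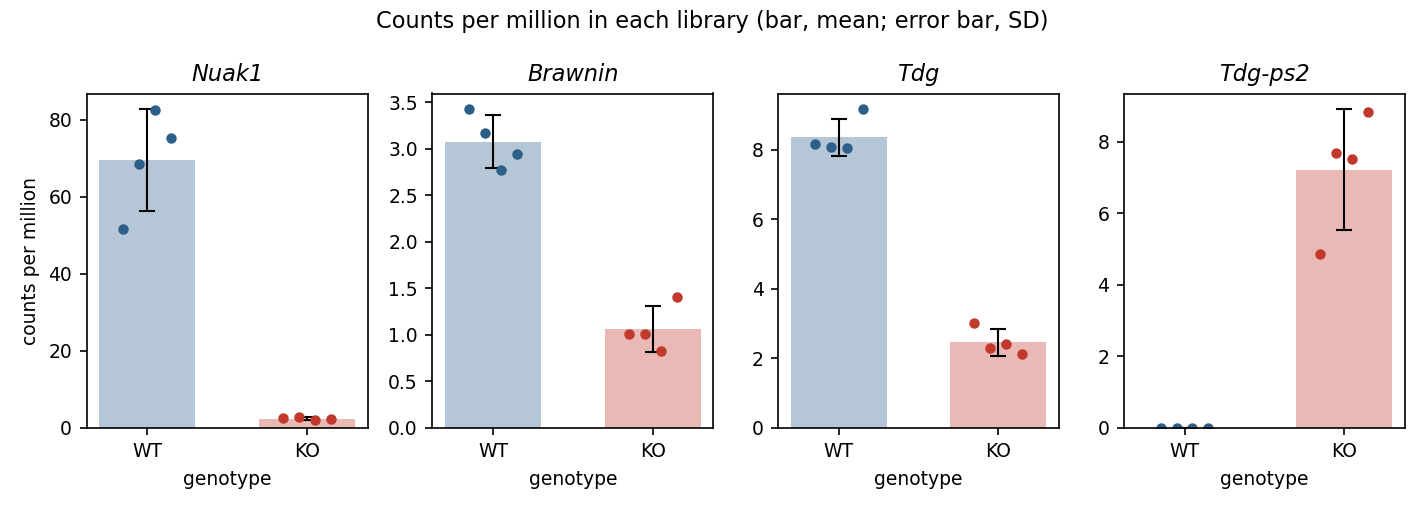
CPM of Nuak1, Brawnin, Tdg and Tdg-ps2 by genotype, with points for libraries, bars for means and error bars for SD (n = 4 per genotype), on an axis of its own for each gene. Nuak1, Brawnin and Tdg were lower in every KO library than in every WT library, whereas Tdg-ps2 had counts in KO libraries only.

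A targeted allele carries its flanking DNA with it, so the genes near Nuak1 were compared with the rest of the genome. Several genes published as changed were expected there beforehand, so the comparison is not independent of the study's results. Among the 100 nearest tested genes (50 on each side, 81019589 to 93897090 on chromosome 10), 3 passed the adjusted threshold, namely Tdg, Brawnin and Gm4924, all within 2.02 Mb of Nuak1. Gm4924 (ENSMUSG00000073427, 82354525 to 82379643) rose from 7.62 ± 1.63 to 12.3 ± 1.45 CPM (SD, n = 4 each), with a log2 fold change of 0.66 (SE 0.085, adjusted p 0.0354, edgeR quasi-likelihood test with BH adjustment), and 9.98% of its transcript matched other places. Of 12090 windows of 100 consecutive tested genes, 98 (0.811%) held as many genes past the adjusted threshold. Windows overlap, and those over this neighbourhood were included. Besides Nuak1 and these 3 neighbours, only Tdg-ps2, 42.3 Mb from Nuak1, and Pcdh9, on chromosome 14, passed among genes with a position. The 98 windows therefore all hold the same 3 genes, so this share does not measure chance. Among the 16171 other tested genes 4 passed (two-sided Fisher's exact test, p 7.7e-06), 2 of them without a position, and among the 13972 others with a position 2 passed (p 3.4e-06, same Fisher's exact test). With an unadjusted p under 0.01 there were 7 of 100 neighbours, against 2.68% of the other genes (two-sided Fisher's exact test, p 0.0188), and 3.72% of windows held as many. These 7 include the 3 genes above. With genes past the adjusted threshold left out on both sides, there were 4 of 97 neighbours (4.12%) against 2.65% of the other genes, a difference that was not past the threshold (two-sided Fisher's exact test, p 0.331). Among the next 200 genes outward, 0 passed the adjusted threshold and 6 had a p under 0.01. The number of neighbours past the adjusted threshold was 0 on lane A, 3 on lane B and 5 without WT3. It was 1 without KO1, KO2, KO3, WT1, WT2 or WT4.

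**Figure D3:**
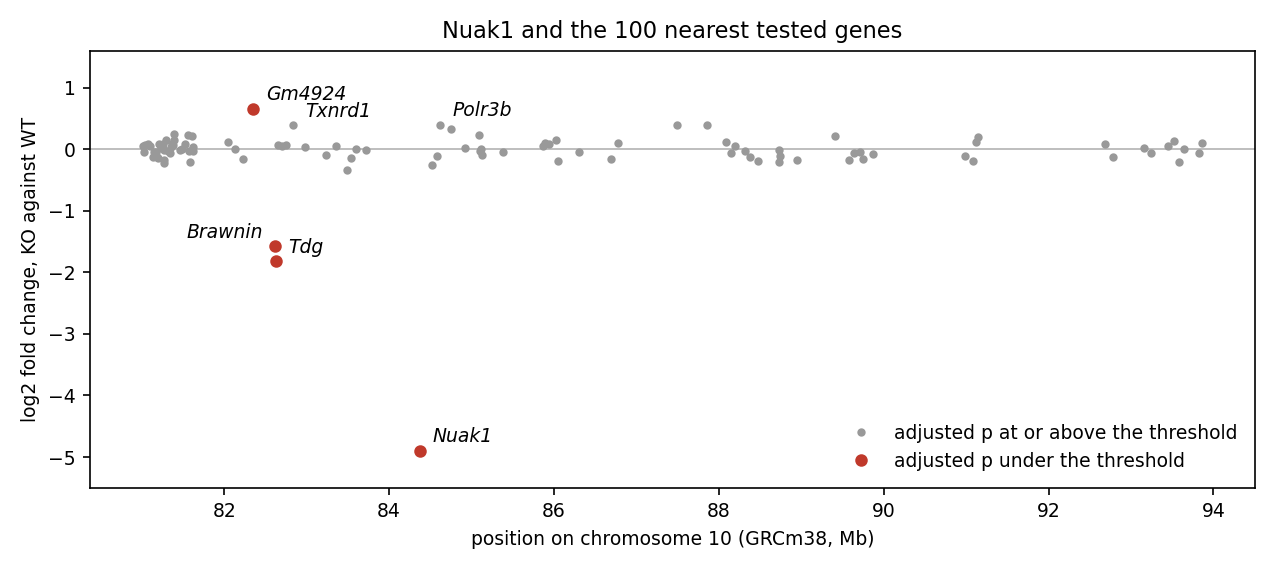
Log2 fold change, KO against WT, of Nuak1 and its 100 nearest tested genes by position on chromosome 10 (GRCm38, Mb), with 1 point per gene and red points for an adjusted p under 0.05. Tdg, Brawnin and Gm4924 are the 3 neighbours past the threshold, at −1.82, −1.57 and 0.66.

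Gene lists were compared to ask whether groups of functionally related transcripts moved together. Several themes came from the study's own results on these libraries, so counts of members adjusted over the list alone are not independent evidence. By camera 8 of 18 lists passed the adjusted threshold, and none of these 8 held under fry or under an estimated correlation, for which the lowest adjusted p were 0.285 and 0.502. As many lists passed in 17 of the 35 splits of the libraries. The median log2 fold change of the mitosis list was 0.38, with 42 of 42 genes higher in KO (camera adjusted p 1.2e-19, limma). It was 0.65 on lane A, 0.15 on lane B and 0.22 without WT3. Cholesterol biosynthesis had a median of −0.31, with 1 of 23 genes higher (camera adjusted p 1.4e-11, limma), and medians of −0.40 and −0.21 on lanes A and B. This list moved to −0.12 without WT1. Axon guidance had a median of −0.15, with 8 of 53 genes higher (camera adjusted p 3.9e-08, limma). It was −0.27 on lane B but −0.053 and no longer past the threshold on lane A, and −0.081 without WT2. Glutamatergic synapse genes had a median of −0.15, with 13 of 51 higher (camera adjusted p 9.0e-08, limma), and medians of −0.17 and −0.096 on lanes A and B. With the strain label as a term, the synapse and cholesterol lists failed the threshold, at −0.064 and −0.025.

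Cytosolic ribosome genes had a median of 0.096, with 58 of 78 higher (camera adjusted p 0.00135, limma), and mitochondrial ribosome genes 0.052, with 51 of 74 higher (camera adjusted p 0.0213, limma). Neither list passed within a lane, with medians of 0.052 and 0.053 for the cytosolic and 0.024 and 0.030 for the mitochondrial ribosome on lanes A and B. The mitochondrial ribosome list also failed the threshold without KO1, KO4 or WT2, with medians of 0.041, 0.029 and 0.019, and without surrogate variables, at 0.039. With lane as a term both ribosome lists failed it, at 0.060 and 0.038. Microglia markers had a median of 1.18, with 19 of 20 higher (camera adjusted p 0.000925, limma). Its medians were 0.53 and 1.36 on lanes A and B, and it failed the threshold without KO3, at 0.57, or without WT3, at 0.88. It also failed with 2 or 3 surrogate variables, at 0.21 and 0.079. The list reversed to −1.92 with the strain label as a term, where the genotype difference rests on KO4 against WT2 and WT4. Mean log2 CPM of this list was −0.23 in KO4, below WT1 at 0.05, so the genotypes overlapped. Apoe, the most abundant of these markers, had 103 to 386 CPM in KO and 79.98 to 318 CPM in WT. Interneuron markers had a median of 0.33, with 10 of 14 higher (camera adjusted p 0.0114, limma). Its medians were 0.084 on lane A, not past the threshold, and 0.48 on lane B. It failed the threshold without KO1, KO3, WT2 or WT4, with medians of 0.19, 0.13, 0.25 and 0.27.

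The other 10 lists did not pass the adjusted threshold in the model used. The median log2 fold change was 0.037 for nuclear oxidative phosphorylation genes (78 genes, camera adjusted p 0.109), 0.014 for mitochondrial-genome genes (7 genes, adjusted p 0.843), 0.049 for the TCA cycle (17 genes, adjusted p 0.109) and 0.044 for AMPK-related kinases (15 genes, adjusted p 0.837), all by limma. Among marker lists it was 0.12 for astrocytes (adjusted p 0.212), 0.0089 for oligodendrocyte precursors (adjusted p 0.830), 0.016 for progenitors (adjusted p 0.837), 0.25 for endothelial cells and fibroblasts (adjusted p 0.843), 0.055 for cortical projection neurons (adjusted p 0.837) and 0.037 for the hippocampus (adjusted p 0.35), again by camera in limma. The nuclear oxidative phosphorylation list did pass in 5 of 25 alternatives, with medians of 0.078 and 0.068 with 2 and 3 surrogate variables, 0.18 with the strain label as a term, and 0.061 without KO2 or without WT3. Its adjusted p ranged from 2.6e-05 to 0.964 over these 25 alternatives (limma). The TCA cycle list passed with 2 or 3 surrogate variables, at 0.092 and 0.075, without a filter, at 0.060, and without WT3, at 0.078. Astrocyte markers passed on lane B, at 0.23, and without KO4 or WT2, at 0.26 and 0.22, but in the opposite direction with the strain label as a term, at −0.45. The mitochondrial-genome list passed on lane B, lower in KO at −0.16. Endothelial and fibroblast markers passed, also lower in KO, with 2 surrogate variables, at −0.47, and with the strain label as a term, at −0.44. With the strain label as a term, AMPK-related kinases passed at 0.14 and cortical projection neurons at 0.20, the latter also with 3 surrogate variables, at 0.12. Hippocampal markers passed on lane B, at 0.23. Oligodendrocyte precursors and progenitors passed in none of their 25 alternatives. Over all genes tested, 0 members of any list passed. Nuak1 itself passed but was not a member of the AMPK-related kinase list. Adjusted over the list alone, 7 cholesterol genes, 6 synapse genes and 1 axon guidance gene passed. At an unadjusted p under 0.05 there were 11, 14 and 12 such genes. The mitosis list had 21 and the cytosolic ribosome list 19 genes under that p, with 0 in either past the threshold adjusted over the list alone. Each of the other 13 lists had at most 7 genes under that p and 0 past the threshold adjusted over the list alone.

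Xist and Y-linked genes were read as a check of the libraries. Xist had 1.82 CPM in KO3 and 2.76 CPM in WT4, and 2754 to 5014 CPM in the other 6 libraries. Ddx3y had 80.4 CPM in KO3 and 85.8 CPM in WT4, and at most 0.084 CPM in the others. Each genotype thus held 1 library of this kind.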

Values the study reported

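For the cultured neurons the study reported 336 differentially expressed genes at an absolute log2 fold change above 0.25 and p below 0.05, of which 214 were under-expressed in the KO. In embryonic cortex the same criteria gave 453 genes, 267 over-expressed and 186 under-expressed. With p below 0.01, the study found 37 genes in both sets, 67% of them changed in the same direction. Brawnin changed by −66% in culture with an adjusted p of 4.79E-6, and by −67% in cortex with an adjusted p of 3.16E-10. By RT-qPCR the study measured a Brawnin decrease of −38.7% in cultures.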

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

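Each test of an explanation in this part was put to that use only after the values it concerns had been seen. The fit without WT3 and the reading of Xist and the Y-linked genes had themselves been planned. A library was singled out when its gap to the nearest other library of its genotype, divided by the range of the 4 values, exceeded Dixon's 95% critical value. Of 82 groups of values tested, 16 did so, against 4.1 given by chance, and 8 of the 16 come from the 4 Y-linked genes in the same libraries.

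Ddx3y had 80.4 CPM in KO3 and 85.8 CPM in WT4, Eif2s3y 118 and 131 CPM, Kdm5d 77.3 and 85.2 CPM, and Uty 23.5 and 26.9 CPM, whereas no other library exceeded 0.148 CPM for any of these genes. A candidate explanation is the sex of the animals. Xist, expressed from the inactive X chromosome, was then required to be near 0 in these libraries and high in the others. The higher of its values in KO3 and WT4 was 2.76 CPM, against 2754 to 5014 CPM in the other 6 libraries, as this explanation needs. Each genotype held 1 such library, so sex, if this holds, was balanced between genotypes.

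In KO1, 5.88% of counts (95% Wilson interval 5.88% to 5.89%) came from mitochondrial-genome genes with a symbol, against 3.37% to 3.59% in the other KO libraries. Of the 13 mitochondrial-genome genes listed, 8 had an identifier, so this share covers only part of that genome. The 10 most abundant genes held 7.76% (95% Wilson interval 7.75% to 7.77%), against 5.04% to 5.26%. Mean log2 CPM of the mitochondrial-genome list was 12.12 in KO1, against 11.35 to 11.44. WT1 had a mitochondrial share of 5.46%, so the high share was found in both genotypes and genotype does not separate these libraries. Lane as the cause is argued against by the values, since all 4 lane B libraries (3.47% to 4.12%) lay between the lowest and highest lane A libraries (2.33% and 5.88%). Library size may contribute and was not excluded. The share had a Spearman rho of −0.286 with the total count over 8 libraries (exact permutation p 0.501) and a Pearson r of −0.335 (exact permutation p 0.428), with r at −0.805 without the 2 libraries farthest from the median total, which is too few libraries to decide. Culture condition or RNA quality was not tested.

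The mitosis list had a mean log2 CPM of 2.36 in WT3, against 3.20 to 3.33 in the other WT libraries and 3.39 to 3.71 in the KO libraries. It was asked whether this library alone explains the higher mitosis list in KO. Without WT3 the median log2 fold change was 0.22, in place of 0.38, and every KO library still lay above the other WT libraries. WT3 thus did not make up all of the observed difference. Whether the rest exceeds chance is not decided. The list stayed past the camera threshold without WT3, but over all libraries it failed under fry and an estimated correlation (adjusted p 0.285 and 0.502). A different number of dividing cells in the WT3 culture may contribute, which was not tested, and genotype stays among the open explanations.

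Tdg had 9.16 CPM in WT4, against 8.06 to 8.16 in the other WT libraries. Pcdh9 had 181 CPM in KO1, against 155 to 157 in the other KO libraries, and 259 CPM in WT1, against 199 to 209 in the other WT libraries. Polr3b, chosen after its values were seen, had 37.8 CPM in KO3, against 40.01 to 40.3 in the other KO libraries. KO1 and WT1 are also the pair set apart by the first principal component and the surrogate variable. No explanation, technical or biological, was tested for these 4 values, a number close to the 4.1 that chance gives over all the groups.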

How the results depend on the processing

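The test with moderated fold changes was chosen only after seeing the data, and the others before. The alternative with 1 surrogate variable equals the model used, so it gives no separate value. Of 801 comparisons with an alternative, 564 kept direction and side of the threshold or stayed within the allowed range, 105 lost the threshold, 16 gained it, 49 reversed and 67 moved. Of the reversals, 47 concerned list medians and 2 concerned Nuak2. Except where stated, the cause was not tested.

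Nuak1 was lower in KO under all 23 alternatives without moderated fold changes, from −5.04 to −4.76 on the log2 scale. It passed the adjusted threshold in 22 of them, the exception being lane A alone, at −4.81. Lane B alone, fitted on as many libraries, passed with an adjusted p of 1.2e-09 (edgeR quasi-likelihood test with BH adjustment; range over the 23 alternatives 5.2e-256 to 0.849), so the number of libraries does not by itself account for this. Moderated fold changes, shrunk toward 0 by construction, were −2.64 for Nuak1 and −0.47 for Brawnin. RLE or upper-quartile scaling and limma-voom left the number of genes past the adjusted threshold at 9, 8 and 8.

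Without surrogate variables, 4 genes passed the adjusted threshold, 1 of them next to Nuak1, 396 and 73 passed the lower and stricter study thresholds, and Brawnin, at −1.57, no longer passed. Medians reversed to −0.0028 for AMPK-related kinases and −0.0072 for oligodendrocyte precursors. With 2 surrogate variables, 4 genes passed, 1 of them next to Nuak1, and Brawnin at −1.51 did not. Medians reversed to −0.023 for mitochondrial-genome genes, −0.047 for astrocytes, −0.031 for oligodendrocyte precursors and −0.47 for endothelial cells and fibroblasts. With 3 surrogate variables, 122 genes passed, 5 of them next to Nuak1, 599 passed the stricter study threshold, and 11 neighbours had a p under 0.01. Medians reversed to −0.0086 for astrocytes, −0.0097 for oligodendrocyte precursors and −0.31 for endothelial cells and fibroblasts.

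With lane as a term in place of the surrogate variable, 4 genes passed, 1 of them next to Nuak1, with 452 and 75 at the study thresholds. Brawnin, at −1.58, did not pass. Medians reversed to −0.0045 for AMPK-related kinases and −0.0029 for progenitors. The fit without surrogate variables, given above, also had 4 genes and 1 neighbour and also lost Brawnin, so these losses cannot be credited to lane. With the strain label as a term, again in place of the surrogate variable, 1 gene passed and 0 neighbours did. In this fit 3 neighbours had a p under 0.01, 310 and 32 genes passed the study thresholds, and Brawnin, at −1.14, did not pass. Medians reversed to −0.22 for mitochondrial-genome genes, −1.92 for microglia, −0.45 for astrocytes, −0.070 for oligodendrocyte precursors, −0.058 for progenitors and −0.44 for endothelial cells and fibroblasts. In that model only BK holds both genotypes, so the genotype difference rests on KO4 against WT2 and WT4.

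The replicate numbers did not pair the libraries. Deviations from the genotype means correlated at 0.80, 0.012, 0.249 and 0.0023 for the replicates numbered 1 to 4. With a replicate block in place of the surrogate variable, 3 genes passed the adjusted threshold, 1 of them next to Nuak1. At the study thresholds 757 and 219 passed, and Brawnin, at −1.58, was not past the adjusted threshold.

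Without a filter, 45 genes passed, with 1488 and 518 at the study thresholds, over 31257 genes in place of 16272. With at least 10 counts in every library, 2 genes passed, 1 of them next to Nuak1, Brawnin at −1.57 did not, and the median of endothelial cells and fibroblasts reversed to −0.078. That filter removes genes that are near 0 in a genotype, Tdg-ps2 among them. DESeq2 with the surrogate variable gave 168 genes, 5 of them next to Nuak1, and its moderated fold changes gave 126 genes at the lower and 126 at the stricter study threshold. DESeq2 without surrogate variables gave 433 and 112 genes at the study thresholds, and medians of −0.0078 for AMPK-related kinases, −0.013 for oligodendrocyte precursors and −0.0048 for progenitors, all reversed.

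Each lane alone was fitted with 2 libraries of each genotype and no surrogate variable. Lane A gave 0 genes past the adjusted threshold, 0 of them next to Nuak1, and 96 and 7 at the study thresholds. It gave 1 neighbour with a p under 0.01, 4 lists past the threshold and Brawnin at −1.38, not past it. Nuak2 reversed to −0.13, AMPK-related kinases to −0.026 and oligodendrocyte precursors to −0.034. Lane B alone gave 99 genes past the adjusted threshold, 1612 and 722 at the study thresholds, and reversed medians of −0.010 for nuclear oxidative phosphorylation, −0.16 for mitochondrial-genome genes, −0.024 for AMPK-related kinases, −0.032 for oligodendrocyte precursors, −0.14 for progenitors and −0.069 for cortical projection neurons.

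Camera with an estimated correlation and fry gave 0 lists past the threshold. With 100 nearest genes on each side of Nuak1, 11 had a p under 0.01. The first 2 principal components held 74.3% of the variance with a larger set of the most variable genes, 69.9% with all tested genes and 78.0% without Xist and the Y-linked genes.

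Across the 8 fits that each left out 1 library, 3 to 91 genes passed the adjusted threshold, 606 to 1403 the lower and 157 to 659 the stricter study threshold, and 1 to 5 were next to Nuak1. The count of 91 and the 5 neighbours came without WT3. Brawnin ranged from −1.79 to −1.45 and passed in 2 of the 8 fits, those without KO4 and without WT3. Nuak2 ranged from −0.0015 to 0.35. List medians that changed sign ranged from −0.074 to 0.13 for mitochondrial-genome genes, −0.0070 to 0.050 for AMPK-related kinases, −0.032 to 0.058 for oligodendrocyte precursors, −0.034 to 0.044 for progenitors, −0.073 to 0.36 for endothelial cells and fibroblasts, −0.088 to 0.082 for cortical projection neurons and −0.033 to 0.15 for the hippocampus.

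Among single named genes other than Nuak1 and Brawnin, 51 of 156 comparisons lost the threshold, and among lists 40 of 450 lost it and 16 gained it. Outside that count, Nuak1 passed in 22 of 23 alternatives and Brawnin in 10 of 23. Tdg passed in 21 of 23 alternatives and Tdg-ps2 in 20 of 22, whereas Gm4924 passed in 8 of 23 and Pcdh9 in 9 of 23. Depth may limit the named genes with few counts, which was not tested. Among them are ENSMUSG00000112640, with 0 counts in KO and 17 to 32 in WT, ENSMUSG00000094622, with 5 to 10 counts in KO, and Brawnin, with 35 to 57 counts in KO. ENSMUSG00000112640 passed in 9 of 21 alternatives and ENSMUSG00000094622 in 15 of 21.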

Other observations

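The tests of other splits of the libraries were set before their results were seen, and the division of those splits by genotype content and the other tests in this part were chosen only after the result was seen, although the comparison of the neighbours of Nuak1 with other genes had been planned. That plan already expected several published changed genes near Nuak1, so the comparison is not independent of the study's results on these libraries.

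At the lower study threshold, with an unadjusted p, 936 genes differed here. That is higher than the value quoted from the study above. The study does not state whether the p behind its count was adjusted, so the counts may rest on unlike p-values. Of the 936 genes, 574 were lower in KO. That is higher than the value quoted from the study above. The adjusted p of Brawnin was 0.0354 (edgeR quasi-likelihood test with BH adjustment). That is higher than the value quoted from the study above. The differences depend on the model, though not all models remove them. DESeq2 with the surrogate variable gave 903 genes, 589 of them lower in KO, which are also higher than the values quoted from the study. With moderated fold changes 126 genes passed, 107 of them lower in KO. These are lower than the values quoted from the study above. Without surrogate variables 396 genes passed, 259 of them lower in KO. The adjusted p of Brawnin was 9.4e-08 in DESeq2 with the surrogate variable and 9.0e-08 without. Those are lower than the value quoted from the study above.

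All 35 splits of the 8 libraries into 4 and 4 were fitted with the same model. For the number of genes past the adjusted threshold, 1 of the 35 splits, the genotypes themselves, gave as many as 8, and the highest other split gave 6. For neighbours of Nuak1 past that threshold, 1 of the 35 splits gave as many as 3, and every other split gave 0. For neighbours with a p under 0.01, 2 of the 35 splits gave as many as 7. The study thresholds did not set the genotypes apart, since 8 splits gave as many genes at the lower threshold and 7 at the stricter one. Of the other splits at the lower threshold, 2 held 2 libraries of each genotype on each side, and 5 put 3 libraries of a genotype with 1 of the other, so they still carry part of the genotype difference. The split by lane was among the former. It gave 1674 and 726 genes, against 936 and 335 for the genotypes. In models without surrogate variables it gave 929 and 202, against 396 and 73 for the genotypes, which gave 452 and 75 with lane as a term.

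Lists were no different. As many lists passed camera in 17 of the 35 splits. As small a camera p was found in 12 splits for the mitochondrial ribosome, 4 for the cytosolic ribosome, 6 for cholesterol biosynthesis, 3 for mitosis, 4 for the glutamatergic synapse, 8 for axon guidance, 16 for microglia and 15 for interneurons. None of these shares is under 0.05. For mitosis and the cytosolic ribosome, however, 0 of the 18 splits with 2 libraries of each genotype on each side gave as small a p, and the other splits that did put 3 libraries of a genotype together.

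Gene length and GC content were examined as a source of the list results. Over 13636 tested genes with a transcript, the log2 fold change had a Spearman rho of −0.236 with transcript length and 0.189 with GC content. These are correlations across genes, which are not independent replicates. After the trend of the test statistic was removed, the mitochondrial ribosome, cytosolic ribosome and interneuron lists no longer passed, with a lowest adjusted p of 0.0869 among them, so length or composition may account for these. The cholesterol, mitosis, synapse, axon guidance and microglia lists still passed, with a highest adjusted p of 0.00423 among them, which argues against that trend as their whole cause. Grouping by chance, as above, and genotype are among the explanations that stay open for them, as are dividing cells for mitosis, which were not tested. The microglia list also depends on the model, since it failed the threshold with 2 or 3 surrogate variables, at 0.21 and 0.079. Its reversal to −1.92 with the strain label as a term rests on KO4 against WT2 and WT4, so it cannot decide this.

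The genes that changed next to Nuak1 were weighed against position by chance. The 0.811% of windows with as many genes past the adjusted threshold cannot decide this. Windows overlap, and those counted all hold the same 3 genes. Among the 100 neighbours 3 passed, against 2 of 13972 other genes with a position (two-sided Fisher's exact test, p 3.4e-06). That test treats adjacent genes as independent, and changed genes near Nuak1 had been expected from the study's results. A candidate explanation is DNA around the targeted allele, or a local effect of the allele. With the 3 genes that raised the question left out, genes with a p under 0.01 made up 4 of the 97 remaining neighbours (4.12%). The share among the other genes was 2.65%, a difference that was not past the threshold (two-sided Fisher's exact test, p 0.331). This does not decide, since a few genes are enough for such an effect. The next 200 genes held 0 past the adjusted threshold and 6 with a p under 0.01. A difference between the strain labels was also examined, since KO4 shares the label BK with WT2 and WT4. Of 8 neighbours chosen in a fit without KO4, 5 had KO4 beyond all WT libraries on the KO side, namely Gm4924, Brawnin, Tdg, Txnrd1 and Polr3b, and Rfx4, Syn3 and Igf1 did not. These genes were chosen by that fit after the pattern was seen. Strain label and genotype cannot be told apart for this set, because a single KO library carries a label shared with WT. Whether Brawnin responds to loss of the kinase or to DNA linked to the allele is therefore open in these data.

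Reads shared with near-identical copies were examined for Tdg and Brawnin. The sum of Tdg and Tdg-ps2 had a ratio of KO to WT of 1.16 (two-sided exact permutation p 0.143), against 0.294 for Tdg alone (exact permutation p 0.0286, the smallest that 4 against 4 allows). The 2 genes match at 99.3% identity over 2805 bp. A candidate explanation is that reads of Tdg origin in KO libraries were assigned to the pseudogene, for example through a sequence difference between the KO and WT alleles, and the near-equal sum is in line with this. Further copies on chromosomes 15, 7 and 19 match Tdg at 98.6% to 99.6% identity and could also take reads, which the sum leaves out. A true change in both genes was not tested. For Brawnin, 65.1% of the transcript is matched by the pseudogene 1810014B01Rik at 95.4% to 99.2% identity, and only a stretch at its start lies outside the match. The pseudogene's counts were not analysed here, so a shift of reads to it and a fall in Brawnin RNA cannot be told apart.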
